# A high-resolution temporal transcriptomic and imaging dataset of porcine wound healing

**DOI:** 10.1038/s41597-025-05921-w

**Published:** 2025-10-10

**Authors:** Ksenia Zlobina, Hsin-ya Yang, Manasa Kesapragada, Fan Lu, Anthony Gallegos, Guillermo Villa-Martinez, Moyasar A. Alhamo, Kan Zhu, Cynthia Recendez, Craig Collins, Marco Rolandi, Athena Soulika, Elham Aslankoohi, Min Zhao, Marcella Gomez, R. Rivkah Isseroff

**Keywords:** Physiology, Translational research, Medical imaging

## Abstract

Wound healing is a dynamic process involving various cell types. Collecting samples from healing wounds and investigating their transcriptomics can provide deeper insights into the underlying processes. In recent years, several experiments have been conducted to gather transcriptomic data from wounds in both humans and animals. However, the temporal resolution of such data often does not adequately match the dynamics of the process, and spatial aspects are frequently overlooked. Here, we present a dataset collected from an experiment on wound healing in pigs, including gene expression profiles at the wound edge and center, and photographs of the wounds. Photographs provide non-invasive data, and advancements in image analysis using artificial intelligence methods are actively being integrated into medical practice. Being collected within the same experiment, these comprehensive data can aid in building intelligent wound diagnostics and treatment algorithms.

## Background & Summary

The understanding of the process of wound healing has progressed over time, and with it the classification of phases of healing have evolved. Perhaps first described in the 1970’s^1,2^, a four-phase model of wound healing is now commonly accepted that encompasses overlapping phases of hemostasis, inflammation, proliferation and maturation/remodeling. With advances in cellular and molecular technologies, more details of each phase continue to be revealed. To create the “ground truth” that characterizes and, indeed, defines each phase of the healing curve, it is essential to simultaneously and sequentially monitor multiple cellular and molecular responses in the wound tissue over the course of healing. However, the collection of wound tissue multiple times over the course of healing from human subjects is not feasible. Although this has been examined in rodent models^3–5^, rodent skin has many dissimilarities to human skin making it a less relevant model. Instead, pigs have evolved as the preferred model for wound healing studies.

Porcine skin has similar architecture and healing processes to human skin, which can better predict the potential for human therapeutics and address safety concerns^6^ and is the preferred model for studies of wound healing recommended by the FDA^7^ and widely used by investigators^8–12^. For these reasons, the pig model was selected for this study that fully elucidates the molecular, cellular and morphological events that characterize the phases of healing of an excisional skin wound. Ongoing research into the pig transcriptome highlights its utility as a model for human biology, particularly in understanding tissue-specific gene expression and regulation^13^.

The recent advances in the field of artificial intelligence (AI) give hope that, once more closely integrated into medical practice, they will be able to improve diagnostics and treatment. Utilizing AI or machine learning algorithms to handle large datasets collected from images, or transcriptomic and proteomic analysis could maximize the information that can be extracted and generate predictive models. However, to create the training models for the AI algorithms, vast amounts of data are needed to establish the “ground truth.” Developing AI approaches for wound diagnosis and treatment would not only help to solve issues in delayed wound healing but could also alleviate the labor requirement and the financial and social burdens associated with wound care.

In this work, our goal is to integrate a complete set of wound images and RNAseq samples from wound tissue throughout the entire healing process. The corresponding, temporal information will create a comprehensive characterization of the normal healing of an excisional wound in a clinically-relevant pig model. We anticipate that the wound datasets shared in the current work will facilitate development of predictive algorithms not only for pig wounds, but more importantly for the human patient.

## Methods

### Wounding and sample collection

The wounding was carried out by the DaVinci Biomedical Research Products Inc, contract laboratory (IACUC protocol number DB-749). Six domestic pigs (Yorkshire-mix breed, females, 45–50 Kg) were utilized. A total of 12 full-thickness, circular excisional wounds were created (6 on each side of the dorsum) in each animal, 2 cm in diameter. Two layers of wound dressing, Telfa Clear and Tegaderm, were applied to the wounds. No other treatment was administered. Baseline (Day 0) wound images, and the excised skin tissue was collected.

During the post-operative period, 3 out of 6 animals were anesthetized on post-operative days 1, 2, 3, 4, 5, 6, 7, 9, 11, 13, 15, 16, 19, and 21. Wound images were captured using a DSLR camera. The camera was positioned at a fixed distance of 1-foot above the wounds using a mount for imaging. A Medline NE1 Wound Assessment Tool (photo scale) was used for calibration in each image. Wound images were captured on intact wounds only (those not previously subjected to tissue sampling).

Additionally, 3.5 mm biopsy samples and topical antibiotic (Animax Ointment, Dechra Pharmaceuticals, Northwich, UK) was applied to the biopsy site to prevent infection. The biopsy samples were taken from the wound edges and centers of 1 or 2 wounds at each time point in the anesthetized animals. A summary of the tissue sampling protocol is provided in Figs. 1 and 2. Tissue samples were stored in RNALater at 4 degrees until processed.

**Fig. 1:**
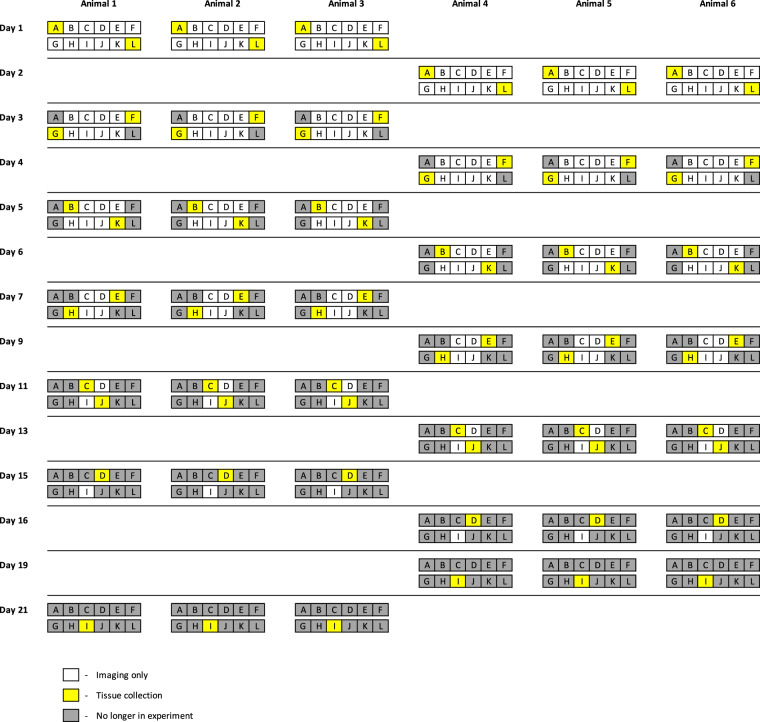
Tissue sampling outline. The wound healing experiment was conducted with 6 animals, each having 12 wounds. On each sampling day, tissue samples were collected from 3 animals, from either 1 or 2 wounds per animal. After tissue collection, the wound was removed from the experiment and no longer participated in it.

**Fig. 2:**
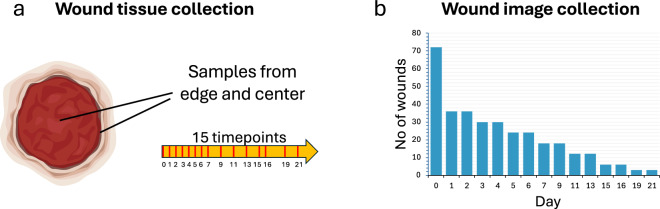
Data collection outline. (**a**) Samples from wounds were collected at 15 timepoints either from edge or center location and sent for RNAseq analysis. (**b**) Photographs were taken from intact wounds only, thus the number of photographed wounds diminished as time progressed.

As the number of intact wounds diminished as the experiment progressed, the image collection contains more images from the earlier days and fewer images from the later days (Fig. 2b).

### RNAseq

RNAseq analysis was performed by Novogene (Beijing, China). Sample labels were anonymized, the labels were encoded to avoid bias. The mRNA was extracted from these samples with the RNeasy fibrous tissue mini kit (Qiagen) and > 200 ng mRNA/sample were sent to Novogene for RNA sequencing. The followings were done by Novogene: 1. RNA Sample QC 2. Library Preparation (Poly-A Enrichment) 3. Sequencing (Illumina – PE150 – 20 M Paired Reads) 4. Raw Data (FASTQ Files) 5. Gene counts in zipped .xls file.

Quality control (QC) metrics were evaluated by Novogene using standard procedures. Adapter-containing reads, reads with poly-N, and low-quality reads were removed from the raw FASTQ files. Quality statistics, including Q20, Q30, and GC content of the clean data, were calculated. Among all 150 samples, Q20 values ranged from 95.26% to 98.21%, Q30 from 89.02% to 95.04%, and GC content from 49.58% to 55.76%.

Reads were aligned to the reference genome by Novogene. The percentage of reads mapped to the genome ranged from 78.85% to 92.07% across samples. The unique mapping rate ranged from 76.68% to 88.66%, and the multiple mapping rate from 1.88% to 1.95%. Read duplication rates were not provided by Novogene and therefore are not reported.

Gene counts file was extracted and saved in .xlsx format.

## Data Records

The wound integrative dataset, consisting of wound images and gene expression data, is publicly available^14^ at the Dryad database.

Gene expression values and corresponding sample metadata are combined in a single processed file, “PigWoundRNAData.xlsx”. Each column represents a sample, and each row represents a gene. The first column contains gene names; the last column contains Ensembl IDs. Sample-level metadata is appended in the last four rows of the file. The encoding of sample labels is explained in the table “RNAseq Codes.xlsx”. This table contains the pig ID, wound number, day of collection from the wound onset, and wound location label (center or edge).

Files with source readings of RNA sequences are provided at NCBI Sequence Read Archive^15^. Gene expression data are also accessible through NCBI Gene Expression Omnibus (GEO) database^16^.

## Technical Validation

### Validation of gene expression data

#### Comparison of gene expression in wound edge and center samples

A total of 150 samples were collected at 15 time points. 

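The mRNA of 150 samples of porcine skin and wound tissue was sequenced as paired reads after poly-A enrichment, and the authors deposited the number of reads counted on each gene, without normalization, together with a table of FPKM values. The paper's text does not name the aligner, the counting tool or the genome build. The count table lists 30461 genes on 2337 contigs, of which 26905 had a count in at least 1 sample. Gene names stand in the table for 12300 genes, and for 9387 more the name was taken from the protein match in the gene's description. Each of the 72 wounds sampled after day 0 gave 1 edge and 1 center sample. These came from 3 of the 6 animals per day, with 2 wounds per animal on 10 days and 1 wound per animal on 4 days. Total counts ranged from 13133379 to 24895572 per sample, with a median of 17455384 at the wound edge and 17883095 in the wound center. The genes with the largest mean share of the counts were COL1A1 with 2.89% ± 1.69 (SD, n = 150 samples), COL3A1 with 2.73% ± 1.54, COL1A2 with 1.84% ± 1.04, EEF1A1 with 0.933% ± 0.192 and SPARC with 0.886% ± 0.456. Replicates were compared by the correlation of their counts over all genes. Single genes were compared on the log2(1 + counts) scale with exact permutation tests, and all genes together with a model for counts fitted within each day.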

Six samples were collected on the day of wounding (day 0) and consisted of the entire excised tissue, thus did not have a wound center or edge label. On days 1–7, 9, 11, and 13, six samples were collected from the wound edge and six from the wound center. On days 15, 16, 19, and 21, three samples were collected from the edge and three from the center. Thus, the samples represent either six or three replicates of one of the 29 wound tissue states. 

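Gene expression at the wound edge and in the wound center was compared within each of the 14 days after wounding by edgeR's quasi-likelihood test with TMM normalization. Between 14166 and 14652 genes per day passed its filter on low counts. With Benjamini-Hochberg adjustment, genes below the 0.05 threshold numbered 6731 on day 1, 5198 on day 2, 4022 on day 4, 5348 on day 5, 2023 on day 6, 5356 on day 7, 4563 on day 9, 6272 on day 11 and 4024 on day 13. On day 3 the number was 0, with 1667 genes below 0.05 before adjustment. With 3 samples per location, it was 2542 on day 15, 1451 on day 16, 0 on day 19 (479 before adjustment) and 10 on day 21 (1269 before adjustment). Between animals 1, 2 and 3 and animals 4, 5 and 6 on day 0, 0 genes differed (550 before adjustment). The edge and center samples of a wound deviated together from the means of their states, with a mean r across genes of 0.260 that was positive in 64 of 72 wounds. This was above the value for samples of different wounds (two-sided permutation test, p = 2e-05, the smallest the draws can give). With the wound as a replicate block in the same test, the numbers were 6691, 5035, 0, 6116, 6096, 2107, 5471, 5604, 7020 and 4564 genes on the 10 days with 6 wounds and 1977, 2181, 0 and 64 on the 4 days with 3 wounds. Neither fit accounts for the 2 wounds that an animal gave on each of the 10 days. With 1 wound per animal, and so fewer samples, these days gave from 266 to 4553 genes, a fit added after the data were seen. KRT77 (ENSSSCG00025057592), CYP4A6 (ENSSSCG00025023239) and C5orf46 (ENSSSCG00025051462) were higher at the edge by at least 2-fold on 11 days each, with log2 fold changes that reached 9.67, 8.87 and 11.22. They were higher at the edge of 71, 70 and 72 of the 72 wounds. KRT77 and CYP4A6 belong to gene families whose similar members the counting could have split, which leaves their values uncertain. FAM78B (ENSSSCG00025032011), NTNG2 (ENSSSCG00025049090) and TBX2 (ENSSSCG00025039019) were higher in the center by at least 2-fold on 11 days each, in 69, 67 and 69 of the 72 wounds. Their log2 fold changes of edge against center ranged on those days from -3.37 to -1.31, from -2.26 to -1.02 and from -2.19 to -1.04.

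**Figure D1:**
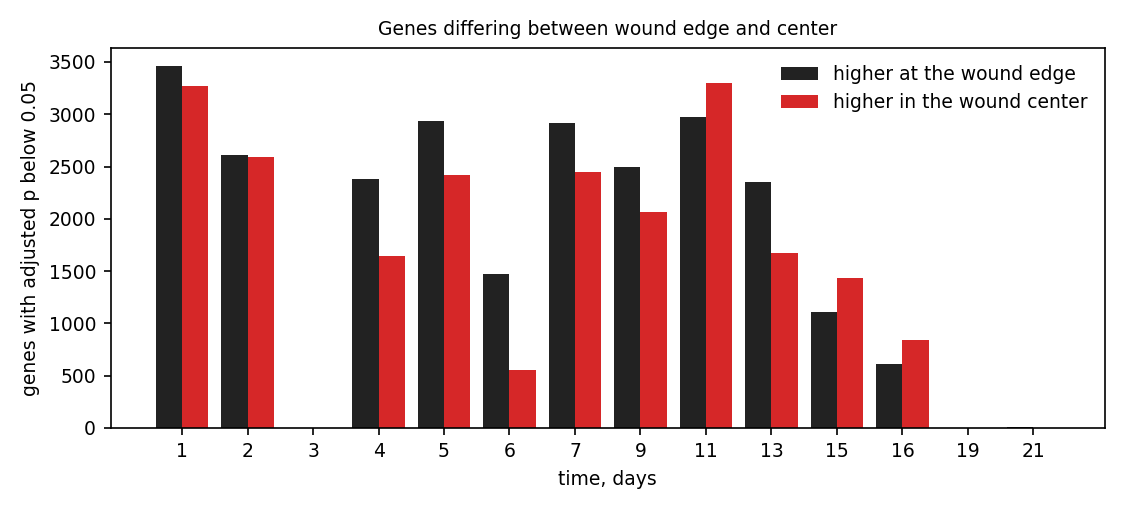
Number of genes with an adjusted p below 0.05 in the comparison of wound edge and center (y axis) on each day after wounding (x axis), with genes higher at the edge in black and genes higher in the center in red. The bars of days 3 and 19 are at 0, and day 21 has 10 genes, all higher at the edge.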

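Correlation coefficients on counts were averaged over pairs of samples from different wounds. Pairs of the same day and location had a mean r of 0.914, and pairs of the same day with 1 edge and 1 center sample had a mean r of 0.737. The difference of 0.176 was tested by swapping edge and center within wounds (two-sided permutation test with 100000 draws, p = 2e-05, the smallest they can give, and 3e-05 after Benjamini-Hochberg adjustment over 3 tests), and all but 11 of the wound samples had the higher mean r with their own location. Pairs of the same location on different days had a mean r of 0.824. The difference of 0.0897 between same and different days was tested by permuting the days of an animal's wounds (two-sided permutation test, p = 2e-05, again the smallest possible, and 3e-05 after adjustment), and all but 10 of the wound samples had the higher mean r with their own day. Among replicates of the 10 days with 2 wounds per animal, pairs from the same animal had a mean r of 0.901 and pairs from different animals 0.912, a difference of -0.0107 (two-sided permutation test, p = 0.152, adjusted 0.152). On the log2(1 + counts) scale this last difference changed direction, to 0.00158 (two-sided permutation test, p = 0.0113). Against the mean profile of day 0, the edge sample of a wound had an r higher than its center sample by 0.0985 on average. This r was taken over 17916 genes and cannot be compared in size with the coefficients on counts above. The difference was positive in 6 of 6 animals (two-sided exact sign-flip permutation test over animals, p = 0.0312, the smallest that 6 animals allow).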

Similarity in gene expression is expected between samples from the same day and location.

For validation, we calculated Pearson correlation coefficients between replicates. 

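The coefficients were computed here on the counts of all genes, for each of the 339 pairs of replicates. Their median was 0.949, and they ranged from 0.337 to 0.997. The median was 0.942 over the 162 pairs of edge samples and 0.956 over the 162 pairs of center samples. Day 2 center had the lowest median of the 29 states, 0.825, followed by day 3 edge with 0.845 and day 5 edge and day 3 center with 0.876 each, and day 21 center had the highest, 0.984. The medians of the 29 states had an SD of 0.0434. With each replicate number left out in turn, the median over all pairs stayed between 0.947 and 0.952.

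**Figure D2:**
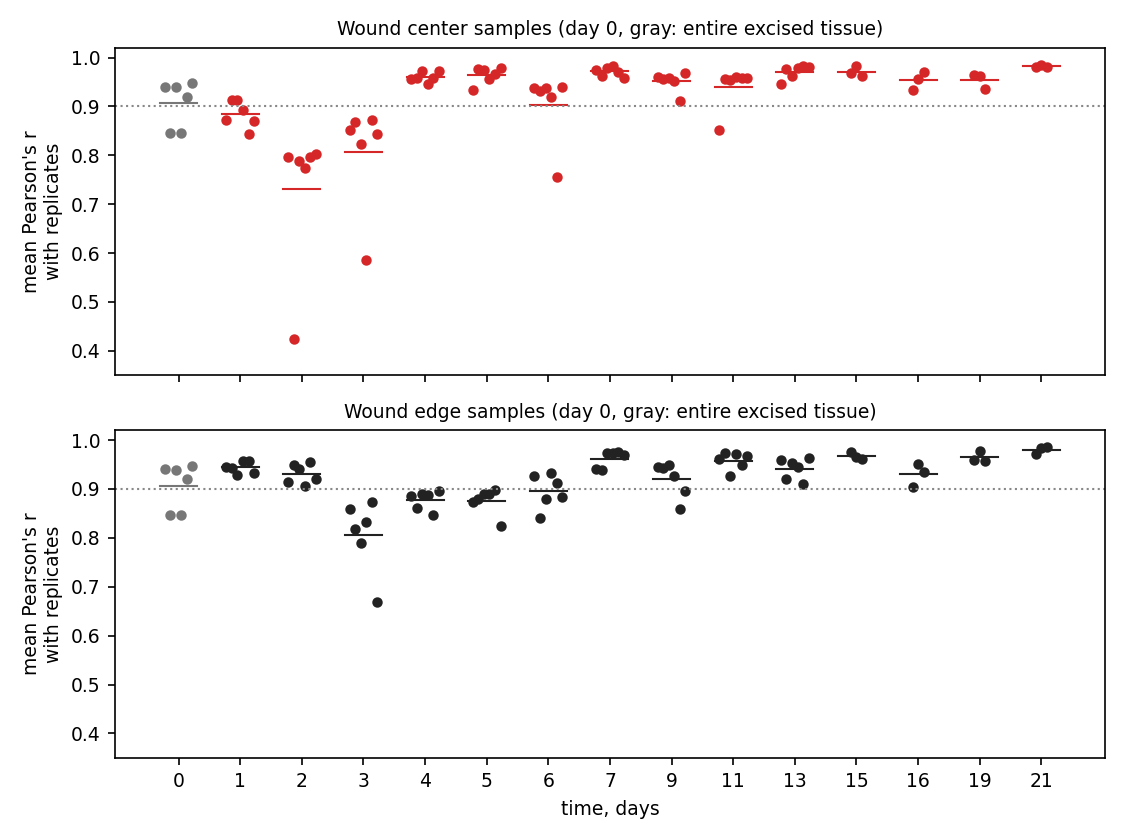
Mean Pearson's r of each sample with its replicates on counts (y axis) by day (x axis), for wound center samples in red and wound edge samples in black, with the 6 samples of day 0 in gray in both panels. Points are samples, short lines are the means of the states, and the dotted line is at 0.9. The lowest points are day 2 center sample 2, day 3 center sample 4 and day 3 edge sample 6.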

The results are presented as 29 matrices (Fig. 4), where the number at the intersection of the i-th column and the j-th row reflects the correlation between the i-th and j-th samples, making the matrices symmetrical. The closer the correlation coefficient is to 1, the more similar the gene expression of the two samples.

**Fig. 3:**
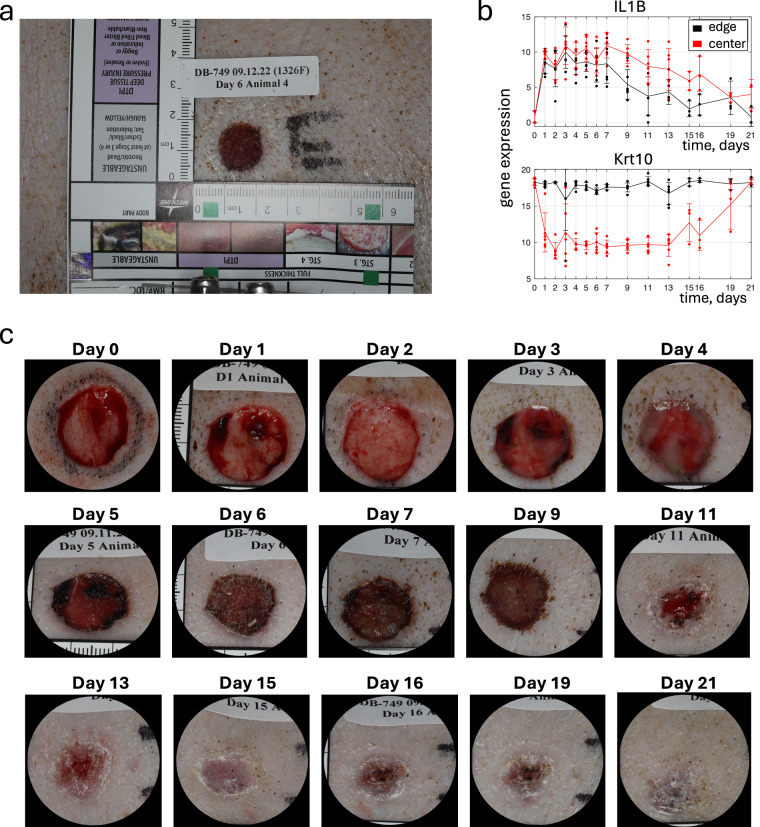
Examples of data. (**a**) Wound image including a ruler and label. (**b**) Transcriptomic time series for two genes, with gene expression plotted as *log*_2_(1 + *counts*). (**c**) Time series of cropped wound images: wounds “I” for Animals 3 and 6 (see Fig. 1).

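IL1B (ENSSSCG00025004370) lies on contig LUXX01011191.1 from 1226868 to 1234129, and KRT10 (ENSSSCG00025042112), which the table names only by its protein match, on contig LUXX01073178.1 from 1798599 to 1802962. On the log2(1 + counts) scale, IL1B at the edge minus the center of a wound was -2.20 ± 0.49 (SD, n = 6 animals), negative in 6 of 6 animals (two-sided exact sign-flip permutation test, p = 0.0312, the smallest that 6 animals allow). Its mean was lower at the edge on each of the 14 days, and none passed the 0.05 threshold in exact permutation tests after Benjamini-Hochberg adjustment over days, against 3 before it. The lowest p was on day 9, with 5.41 ± 2.11 (SD, n = 6) at the edge and 9.74 ± 1.35 in the center, a difference of -4.33 that was negative in 6 of 6 wounds (two-sided exact permutation test, p = 0.00649, adjusted 0.0909). KRT10 at the edge minus the center was 6.98 ± 0.70 (SD, n = 6 animals), positive in 6 of 6 animals (the same exact test, p = 0.0312, again the smallest possible). On 9 days KRT10 passed the threshold, and on each of them every edge sample was above every center sample (two-sided exact permutation test, p = 0.00216, adjusted 0.00337). With sign flips of the difference within each wound as the replicate block, the numbers of days were 0 for IL1B and 10 for KRT10. Such a test cannot go below p = 0.0312 with 6 wounds, so that after the exact test's adjustment nearly all of the days with 6 wounds must reach this floor before any passes, which leaves the 0 for IL1B uninformative. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over genes, IL1B was below the threshold on 5 days, with log2 fold changes of -2.36 on day 5, -3.54 on day 9, -4.15 on day 11, -3.93 on day 13 and -4.39 on day 15, and KRT10 on 11 days. In that fit the fold change of IL1B was positive on day 2 (0.16) and day 19 (1.23), both above the threshold. On day 3 the KRT10 difference was 4.46 (exact permutation test, p = 0.0844, adjusted 0.117). The 4 days with 3 samples per location cannot go below an exact p of 0.1, and on day 21 the KRT10 difference was -0.08. KRT10 has paralogs among the keratins, and reads shared with them would move its value.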

**Fig. 4:**
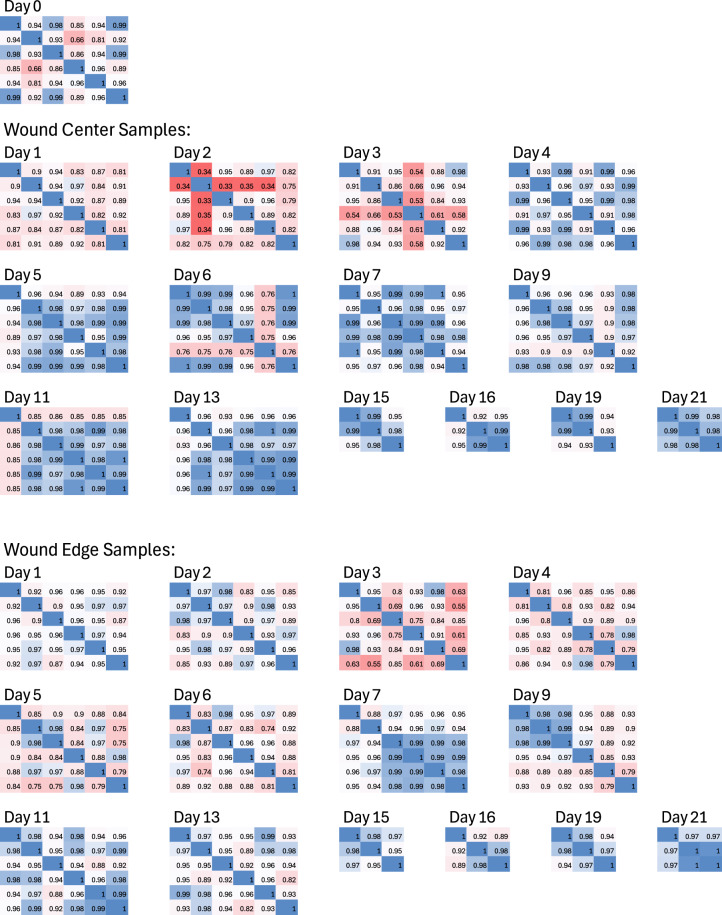
RNAseq data validation. Pearson’s correlation matrices visualize the correlation values between samples. Each matrix corresponds to samples from the same day and location (edge or center of the wound). If each sample belongs to the same cell type, the correlation should exceed 0.9. As shown here, there is some heterogeneity in the prevalent cell types, and some samples (e.g., day 2 from the wound center) are outliers. Analysis of the corresponding data should account for this heterogeneity.

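On counts, 243 of the replicate pairs (71.7%) had an r above 0.9. In 11 states every pair was above this level, and in 7 states the median r was at or below it. The level was passed by all 339 pairs on the log2(1 + counts) scale, where the median r was 0.978, and by 193 pairs on FPKM. Without the 10 most abundant genes, 199 pairs passed it.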

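The mean r of each sample with its replicates was tested by Dixon's ratio in the 21 states of 6 samples. A sample stood below the others beyond the critical ratio for 6 samples at the 0.05 level in 6 states, 5 of them in the wound center. Besides the center samples of days 2 and 3, these were day 5 edge sample 6 with a mean r of 0.824 against 0.874 to 0.898 in its replicates, day 6 center sample 5 with 0.755 against at least 0.919, day 9 center sample 5 with 0.911 against 0.953 to 0.969, and day 11 center sample 1 with 0.853 against 0.954 to 0.959. Such a sample was found in 5 states on the log2(1 + counts) scale, in 9 on FPKM and in 3 with Spearman's coefficient.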

It is seen from Fig. 4 that several samples deviate from other replicates, notably, the samples collected from the wound center on day 2 (sample 2) and day 3 (sample 4), as well as sample 5 from the wound edge collected on day 3. Such differences could be due to natural heterogeneity of the wound tissue or errors in sample collection. This should be considered in further data analysis.

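Samples are numbered by animal and wound, which for the samples named here is also their order in the count table. Sample 2 of day 2 center had a mean r of 0.425 with its replicates, whose own means lay between 0.774 and 0.802, and sample 4 of day 3 center had 0.586 against 0.823 to 0.872. Their Dixon ratios were 0.926 and 0.828. At the wound edge on day 3, sample 5 had a mean r of 0.873 and sample 6 a mean r of 0.669. The ratio of day 3 edge was 0.591 on counts, below the critical value, and sample 6 was its extreme sample. On the log2(1 + counts) scale the ratio was 0.721, above it.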

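Lists of marker genes of 6 tissues and cell types were averaged in each sample on the log2(1 + CPM) scale, with CPM the counts scaled to equal library totals. Sample 2 of day 2 center had the highest mean of 9 skeletal muscle genes, 12.03, against 0.55 to 10.60 in its replicates, and ACTA1 took 3.29% of its counts against at most 0.973%. Sample 4 of day 3 center had a mean of 6.62 for 8 hair follicle genes, against 0.05 to 0.78 in its replicates, and of 9.71 for 10 fibroblast genes, against 10.85 to 11.69. On log2(1 + counts) its mean r was 0.947 with the other center samples and 0.969 with the edge samples of that day. Sample 6 of day 3 edge had a mean of 9.69 for 9 adipocyte genes, against 6.81 to 7.59, and KRT10 took 0.000888% of its counts, against 0.420% to 1.82%. Its mean r was 0.956 with the other edge samples and 0.969 with the center samples. The paper proposes natural heterogeneity of the wound tissue or errors in sample collection as the origin of such differences.

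**Figure D3:**
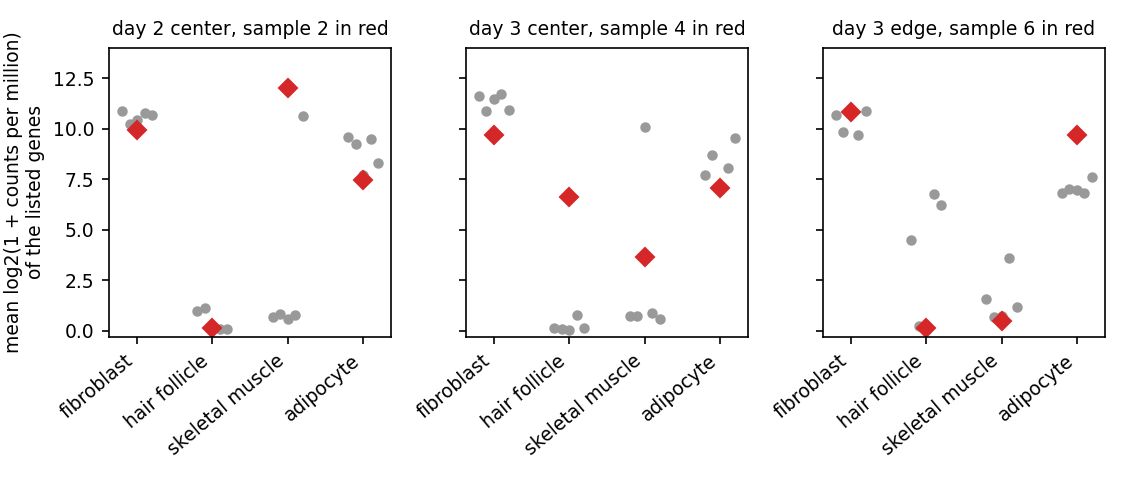
Mean log2(1 + CPM) of the marker genes of fibroblasts, hair follicles, skeletal muscle and adipocytes (y axis) in the samples of day 2 center, day 3 center and day 3 edge. Red diamonds are day 2 center sample 2, day 3 center sample 4 and day 3 edge sample 6, and gray points are their replicates.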

## Usage Notes

Examples of wound image gene expression timeline and cropped wound image timeseries are presented in Fig. 3. 

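In the day 0 samples, IL1B had 0 to 2 counts, at or under the floor of 3 counts, so that folds against day 0 are lower bounds. Its median count was 1040 on day 1 center, 2632 on day 7 center and 13 on day 19 center, and 447.5, 536 and 4 at the edge of the same days. On day 7 it was at least 763-fold higher in the center than this floor. Against day 0, IL1B was higher in 23 of the 28 states of edge or center tissue (two-sided exact permutation tests with Benjamini-Hochberg adjustment over the 28 states), 13 of them in the center and 10 at the edge. KRT10 had a mean of 18.29 ± 0.49 (SD, n = 6) on day 0 as log2(1 + counts). It was lower in 13 states, of which 12 were center states and 1 was the edge on day 6. Its center mean was 8.87 ± 1.15 on day 2, 9.72 ± 0.98 on day 11, 15.21 on day 19 (from 2871 to 287931 counts in 3 samples) and 18.32 ± 0.31 on day 21 (n = 3). With 1 value per animal in place of 1 per wound, 24 states differed for IL1B and 15 for KRT10.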

Readers can access the expression time series plots of other genes through an online tool at https://geneexpressionsearch.pythonanywhere.com. (see github.com/mkesapra/GeneExpressionSearch for the code of the online gene plotting tool).

## Data Availability

The RNA sequencing data generated in this study have been deposited in the NCBI Sequence Read Archive (SRA) under accession code SRP591687 (https://identifiers.org/ncbi/insdc.sra:SRP591687; BioProject accession number PRJNA1276066; https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA1276066). Gene expression data are available in the NCBI Gene Expression Omnibus (GEO) under accession code GSE305817 (https://identifiers.org/geo/GSE305817). The integrative dataset, including gene expression data and associated wound image data, is available at Dryad (10.5061/dryad.0rxwdbsbr).

## References

[1] Schilling, J. A. Wound healing. *Surg Clin North Am***56**, 859–74, 10.1016/s0039-6109(16)40983-7 (1976).959948 10.1016/s0039-6109(16)40983-7

[2] Singer, A. J. & Clark, R. A. Cutaneous wound healing. *N Engl J Med***341**, 738–46, 10.1056/nejm199909023411006 (1999).10471461 10.1056/NEJM199909023411006

[3] Kagawa, S. *et al*. The time-course analysis of gene expression during wound healing in mouse skin. *Leg Med (Tokyo)***11**, 70–5, 10.1016/j.legalmed.2008.09.004 (2009).18974019 10.1016/j.legalmed.2008.09.004

[4] Chen, L. *et al*. Positional differences in the wound transcriptome of skin and oral mucosa. *BMC Genomics***11**, 471, 10.1186/1471-2164-11-471 (2010).20704739 10.1186/1471-2164-11-471PMC3091667

[5] Feezor, R. J. *et al*. Temporal patterns of gene expression in murine cutaneous burn wound healing. *Physiol Genomics***16**, 341–8, 10.1152/physiolgenomics.00101.2003 (2004).14966252 10.1152/physiolgenomics.00101.2003

[6] Sullivan, T. P., Eaglstein, W. H., Davis, S. C. & Mertz, P. The pig as a model for human wound healing. *Wound Repair Regen***9**, 66–76 (2001).11350644 10.1046/j.1524-475x.2001.00066.x

[7] FDA. Guidance for industry chronic cutaneous ulcer and burn wounds - developing products for treatment (2006).10.1046/j.1524-475x.2001.00258.x11679134

[8] Lindblad, W. J. Considerations for selecting the correct animal model for dermal wound-healing studies. *J Biomater Sci Polym Ed***19**, 1087–96, 10.1163/156856208784909390 (2008).18644233 10.1163/156856208784909390

[9] Ansell, D. M., Holden, K. A. & Hardman, M. J. Animal models of wound repair: Are they cutting it? *Exp Dermatol***21**, 581–5, 10.1111/j.1600-0625.2012.01540.x (2012).22775993 10.1111/j.1600-0625.2012.01540.x

[10] Gordillo, G. M. *et al*. Preclinical models of wound healing: Is man the model? proceedings of the wound healing society symposium. *Adv Wound Care (New Rochelle)***2**, 1–4, 10.1089/wound.2012.0367 (2013).24527316 10.1089/wound.2012.0367PMC3840478

[11] Grada, A., Mervis, J. & Falanga, V. Research techniques made simple: Animal models of wound healing. *J Invest Dermatol***138**, 2095–2105.e1, 10.1016/j.jid.2018.08.005 (2018).30244718 10.1016/j.jid.2018.08.005

[12] Parnell, L. K. S. & Volk, S. W. The evolution of animal models in wound healing research: 1993-2017. *Adv Wound Care (New Rochelle)***8**, 692–702, 10.1089/wound.2019.1098 (2019).31827981 10.1089/wound.2019.1098PMC6904936

[13] Jin, L. *et al*. A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription. *Nat Commun***12**, 3715, 10.1038/s41467-021-23560-8 (2021).34140474 10.1038/s41467-021-23560-8PMC8211698

[14] Zlobina, K. *et al*. Wound image and transcriptome datasets of swine acute wounds. *Dryad*10.5061/dryad.0rxwdbsbr (2025).

[15] *NCBI Sequence Read Archive*https://identifiers.org/ncbi/insdc.sra:SRP591687 (2025).

[16] *NCBI Gene Expression Omnibus*https://identifiers.org/geo/GSE305817 (2025).

How the deposited data were processed for this re-analysis (not part of the article)

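RNA was measured in 150 samples from 6 animals: 6 samples of excised skin on day 0, and 1 edge and 1 center sample from each of 72 wounds on 14 days. The sequencing provider removed reads with adapters, poly-N or low quality, aligned the rest to a reference genome and counted them per gene. The authors deposited these counts without normalization. They also deposited FPKM values, which are proportional to the count divided by gene length and by the library's total, times a factor per sample between 0.845 and 1.307. These factors are proportional to the library's total divided by its median-of-ratios size factor, computed over all 150 samples. The paper's text describes neither the FPKM nor the aligner, the counting tool or the genome build. The deposited gene length column, in bases, was used only to check the FPKM. Gene names came from the table's name column (12300 genes) or, where that is empty, from the protein match in the description (9387 genes), and 8774 genes stayed unnamed. Total counts per sample, from 13133379 to 24895572, set the smallest share that can be seen (3 counts), which covers counting error only.

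Samples were grouped by the day, location, animal and wound in their labels into the 29 states of the paper, and numbered by animal and wound letter. Pearson's r between replicates was taken on counts over all 30461 genes. Samples apart from their replicates were found by Dixon's ratio, in states of 6 samples. Location, day and animal were tested by permutation with 100000 draws. IL1B and KRT10 were compared as log2(1 + counts) with exact permutation tests. Genes differing between edge and center were found with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), on the samples of each day alone. The replicate block pairs the edge and center samples that the labels give to the same animal and wound. Correlations and permutations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

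The genes named are IL1B and KRT10, which the paper plots, the 3 genes with a symbol higher at the edge and the 3 higher in the center on the most days (adjusted p below 0.05 and at least 2-fold, ties by the mean absolute log2 fold change), the 5 genes with the largest mean share of the counts, and genes of the marker lists. The genes with the largest share in single deviating samples, such as ACTA1 and KRT6C, were named after their values were seen. The marker list of keratinocytes was void, since 70% of its genes were found.

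Alternatives were other scales (log2(1 + counts), FPKM, CPM, TMM-normalized counts), another pseudocount (0.5), Spearman's coefficient, leaving out the 10 most abundant genes, library size without TMM, DESeq2 1.42.0, no filter, the wound as replicate block, all 150 samples in one fit, the counts of the 2 wounds of an animal summed, 1 value per animal, and each replicate left out in turn. The fits were tested on simulated counts of independent samples, without shared wounds or animals. In these, 200 genes among those of the real samples were changed by the same fold, up or down. With 6 samples per group edgeR found 93.5% of them and 4.59% of its calls were false, with 3 per group 81.0% and 8.99%. DESeq2 found 97.0% and 90.5%, with 23.0% and 23.9% false calls. It was run, here and on the real counts, without its independent filtering and its cutoff for outlying counts. Up to 46.6% of the tested genes differed on a real day, so these rates need not hold for the real fits. Wound images, mapping rates and raw reads were not analysed here.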

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

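The tests of day 2 center sample 2, day 3 center sample 4 and day 3 edge sample 6 were written before the correlations were computed, these samples being the low ones of the paper's text and Fig. 4, except those on KRT10 alone, on the exchange of both samples of a wound, on the muscle genes left out and on the animal. The test on the animal was added after the correlations were seen and before its own result. All tests of the other samples here, of IL1B and KRT10, and of the late days were chosen after the result was seen. A sample lay far from its replicates in 13 of the 63 groups of 6 samples tested by Dixon's ratio. Chance gives about 3.15 (1 in 20) for independent, normally distributed values. The mean r share pairs and the groups share samples, so this number is only a rough guide.

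The mean r of day 2 center sample 2 lay far below its replicates (ratio 0.926). It was not closer to the edge samples (difference in mean r on log2(1 + counts) of -0.0348), its total count was number 4 from the lowest of 6, and its mean r was 0.376 without the 10 most abundant genes. Its genes place it with its labelled animal, 4. Its marker values lay outside the range of its replicates by 0.482 widths of that range for fibroblasts, 0.142 for skeletal muscle and 0.119 for adipocytes, and by 0 for neutrophils and monocytes, erythrocytes and hair follicle, none of them beyond the limit set. For skeletal muscle this limit could not be reached, because sample 6, itself high in muscle genes (10.60), stretches the range of the replicates, so that this test cannot decide. The keratinocyte list (70% found), at 1.977 against 1.875 to 4.919 in the replicates, cannot tell. Muscle genes were highest in this sample, but without the 9 listed ones its mean r was 0.511, against 0.808 to 0.843 in the others, so these genes alone leave the gap. Its r was 0.7515 with sample 6 and at most 0.354 with the other replicates, and muscle transcripts outside the list, such as ENO3 (1.21% of its counts) and TTN (1.09%), were also high. Muscle in the sample may explain its position.

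Day 3 center sample 4 had a ratio of 0.828. Its mean r with the edge samples of day 3 was higher by 0.0216 than with its replicates. An exchange of the labels within the wound is not what the other sample shows, since edge sample 4 had an r with the edge higher by 0.0229 than with the center. Its total count was number 2 from the lowest. Without the 10 most abundant genes its mean r was 0.763 and no longer apart by Dixon's ratio. It was assigned to its labelled animal, 2. Outside the range of its replicates lay hair follicle genes (7.98 widths), fibroblast genes (1.36, lower), neutrophil and monocyte genes (1.15) and KRT10 alone (0.595), and inside it (0 widths) lay skeletal muscle, adipocyte and erythrocyte genes. The keratinocyte list, again void at 70%, lay at 11.37 against 0.81 to 7.51 in the replicates. A larger share of edge tissue in this sample may explain its position. Whether this comes from the biopsy or from the wound cannot be told apart.

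KRT10 of day 3 edge sample 6 lay apart from its replicates (ratio 0.803, and 0.805 on CPM), as its mean r did on 4 of the 5 settings. Its mean r with the center samples was higher by 0.0131 than with its replicates, while center sample 6 had an r with the center higher by 0.0204 than with the edge, which goes against an exchange within the wound. Its total count was the highest (number 6 from the lowest), its mean r without the 10 most abundant genes was 0.762, and it was assigned to its labelled animal, 3. KRT10 lay 4.13 widths below the range of its replicates, adipocyte genes 2.71 and erythrocyte genes 1.47 above it. Neutrophil and monocyte genes (0.335), skeletal muscle (0.0747), fibroblast (0) and hair follicle genes (0) lay within the limit. The keratinocyte list, void by the share of its genes found (70%), lay at 1.82 against 9.84 to 11.93 in the replicates. Outside the list, KRT15 and KRT6C took 0.003465% and 0.002305% of the counts, against at least 0.476% and 0.454% in the replicates. This sample may hold little edge epidermis. The biopsy and the wound cannot be told apart as the origin.

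For day 6 center sample 5 (ratio 0.891) and day 9 center sample 5 (0.718), the difference between edge and own location was -0.0171 and -0.0255, the total counts were number 2 and 3 from the lowest, and the mean r without the 10 most abundant genes was 0.445 and 0.661. Skeletal muscle genes lay 3.45 and 4.48 widths above the replicates, so that muscle in the sample remains as a candidate explanation. In 15 of the 72 center samples the mean of the skeletal muscle genes was above the highest day 0 sample (1.33, against up to 12.03), which the paper does not report. The same held for 6 of the 72 edge samples, up to 11.58 in day 9 edge sample 5, of the same wound as day 9 center sample 5. The number was taken on CPM, so that library size does not explain the 15 samples.

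Day 11 center sample 1 (ratio 0.946) was closer to the edge by 0.00974, while the edge sample of its wound was closer to the edge by 0.0387, against an exchange of both. It had the lowest total count of its state (number 1), but with all samples of the state thinned to this total the ratio was 0.9461, so that depth does not account for its position. Its mean r without the 10 most abundant genes was 0.84, and the largest distance of a usable marker list was 0.304 widths (adipocyte). The keratinocyte list, void by the share of its genes found, lay at 8.10 against 2.84 to 4.64 in the replicates, and KRT6C and KRT15 took 2.05% and 1.71% of the counts, against at most 0.0124% and 0.0135%. KRT10, in contrast, was hardly above the replicates (1891 counts against 368 to 1816) and far below the edge samples of day 11 (227906 to 749461). More epidermis in this sample remains as a candidate explanation, which KRT10 argues against for tissue like that of the edge. For day 5 edge sample 6 (0.671) the difference was -0.0215, the total count was number 6 from the lowest, and the largest distance of a usable marker list was 0.130. The void keratinocyte list lay at 10.99 against 11.26 to 12.1 in the replicates, 0.321 widths below them. Without the 10 most abundant genes its mean r reached 0.900, so that a few abundant genes may account for its position.

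IL1B lay apart in day 1 center sample 5 (ratio 0.716), day 2 edge sample 1 (0.6255) and day 6 center sample 4 (0.628), and KRT10 in day 1 center sample 5 (0.753), day 2 center sample 3 (0.679) and day 4 center sample 2 (0.631). On CPM the ratios were 0.637, 0.526, 0.635, 0.778, 0.596 and 0.473. With counts scaled to the mean total, which leaves the pseudocount at its size, they were 0.641, 0.616, 0.620, 0.776, 0.588 and 0.470, and 0.808 for KRT10 of day 3 edge sample 6. Day 1 center sample 5, for both genes, and day 3 edge sample 6 stayed beyond the critical ratio. For the other 4 library size could move the ratio to the other side, but it does not account for their values, since the total counts of these 4 samples lie within those of their replicates. Day 2 edge sample 1 had 7 counts of IL1B against 180 to 1170 and day 6 center sample 4 had 4625 against 99 to 416, while day 2 center sample 3 had 2192 counts of KRT10 against 229 to 473, and day 4 center sample 2 had 2437 against at most 903. No biological explanation was tested.

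KRT10 at the edge minus the center was smaller on days 15 to 21 than on days 1 to 13, by -3.61 (7.58 ± 2.04, SD of 60 wounds, to 3.97 ± 3.69, SD of 12 wounds), down in 5 of 6 animals (two-sided permutation test, p = 0.0003, Benjamini-Hochberg adjusted 0.00045 over 3 measures). By day it was 5.57 on day 15, 7.58 on day 16, 2.82 on day 19 and -0.08 on day 21, so that the drop comes mainly from days 19 and 21. The r of the center samples with the day 0 profile was higher on the later days by 0.0623 (up in 6 of 6 animals, permutation test, p = 2e-05, the smallest the draws can give, adjusted 6e-05), and that of the edge samples by 0.0157 (up in 5 of 6 animals, permutation test, p = 0.0251, adjusted 0.0251). The days were grouped after the values were seen. Healing of the center toward unwounded skin is a hypothesis here, and day cannot be separated from the order of sampling.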

How the results depend on the processing

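The alternatives were chosen before the data were examined unless stated. Of 299 values under alternatives, 246 kept their direction and their side of the threshold or stayed within the spread of the replicates (for counts of genes, within a factor of 1.5), 51 moved and 2 changed direction. These 2 are the difference between pairs of the same and of other animals, 0.00158 on log2(1 + counts) and 0.00195 with Spearman's coefficient, against -0.0107. The differences by location and day, the similarity to day 0 and the differences of IL1B and KRT10 kept their direction and side under each alternative run. The cause of the changes was not tested.

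The mean r of day 2 center sample 2, day 3 center sample 4, day 3 edge sample 5 and day 3 edge sample 6 was 0.956, 0.947, 0.973 and 0.956 on log2(1 + counts) and 0.933, 0.926, 0.9498 and 0.933 with Spearman's coefficient. Without the 10 most abundant genes, day 3 center sample 4 and edge sample 6 had 0.763 and 0.762. States with a sample apart, 6 on counts, were 5 on log2(1 + counts), 9 on FPKM, 8 without the 10 most abundant genes and 3 with Spearman's coefficient. With each replicate number left out, 151 to 173 pairs had an r above 0.9, of fewer pairs in all.

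Of the counts of genes differing between edge and center, the DESeq2 fit gave 1 on day 3, 4528 on day 15, 3310 on day 16, 9 on day 19, 313 on day 21 and 2 between the animals on day 0. All 150 samples in one fit gave 1216 on day 3, 3635 on day 6, 2704 on day 16 and 4 on day 21. The wound as replicate block gave 6116 on day 4, 2181 on day 16 and 64 on day 21. With the 2 wounds of an animal summed, the counts were 2600 on day 9, 4075 on day 11 and 2264 on day 13, and without the filter 65 on day 21. Leaving out each replicate in turn gave from 0 to 558 on day 3, 1309 to 2362 on day 6, 0 to 1529 on day 15, 0 to 1571 on day 16 and 0 to 35 on day 21, so that the counts of days 15, 16 and 21 depend on single wounds.

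Alternatives chosen after seeing the data gave, on day 3, 367 genes without center sample 4 and edge sample 5 and 2630 without center sample 4 and edge sample 6. With 1 wound per animal they gave 4013 on day 1, 767 on day 3, 1662 on day 4, 2480 on day 5, 956 on day 6, 1661 on day 9, 266 on day 11 and 1742 on day 13.

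The choice of scaling, tool or fit moved the share of genes higher at the edge by more than 10 points on days 6, 13, 16 and 21. It was 72.5% on day 6 and 61.5% with DESeq2, 58.4% on day 13 and 47.2% by library size alone, 41.8% on day 16 and 52.3% in the fit of all samples, and 100% on day 21 against 75.1%, 87.5% and 75% with DESeq2, the block and the fit of all samples. Leaving out 1 replicate moved it by more than 10 points on days 4, 6, 15 and 16, at most to 70.4% (from 59.1%), 87.5%, 87.3% (from 43.5%) and 56.4%. With 1 wound per animal, chosen after seeing the data, it moved by more than 10 points on days 1, 4, 5, 6, 9 and 11, to 40.2% (from 51.4%), 84.2%, 68.4% (from 54.8%), 92.4%, 66.3% (from 54.7%) and 63.2% (from 47.4%).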

Differences from the paper's values

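The paper's values that could be compared were the 60 correlation coefficients printed in Fig. 4 for day 0, day 2 center, day 3 center and day 3 edge, and 32 means measured on the lines of Fig. 3b. On counts, none of the 60 coefficients was farther from the paper's than the spread of its state, and the largest difference was 0.0095. The coefficients fall outside that spread for 56 pairs on log2(1 + counts), 50 with Spearman's coefficient, 19 without the 10 most abundant genes and 3 on FPKM. None of the 32 means differed by more than both the SD of its state and a factor of 1.5 as log2(1 + counts), with TMM-normalized counts or with a pseudocount of 0.5, while 21 did with CPM and 22 with FPKM. The factor was a ratio of the log2 values themselves, so means that differ many-fold in counts can pass. This comparison tells these scales apart but does not measure how closely the means agree.

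The paper's text names a deviating edge sample of day 3 by a number that differs from the low sample found here. With the samples in the order that gives the coefficients of Fig. 4, sample 6 of day 3 edge had the lowest mean r of its state, 0.669, and sample 5 the highest, 0.873. None of the settings run made sample 5 the lowest.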

Other observations

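The tests of the splits and of shared wounds were written before any gene was tested. The test on 3 samples per location was added after the counts of genes were seen and before its own result, and all other tests here were chosen after the result was seen. In 9 of the 10 days with 6 wounds, 1 of the 32 splits that swap edge and center within wounds, the real one, gave as many genes. On day 3 all 32 did, since the real split gave 0 (1667 genes before adjustment). Splits other than the real one gave at most 3017 genes on day 7, where 1 wound is swapped, and 318 on day 11. With 3 wounds there are 4 splits, which cannot give a share under 0.05, and 1 of 4 gave as many genes on days 15, 16 and 21 and 4 of 4 on day 19 (479 genes before adjustment). On day 0, all 10 splits of the animals gave as many, the real one 0 (550 before adjustment).

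The r of deviations from the state means was higher by 0.318 for samples of the same wound than for other wounds. It was 0.260 within a wound, 0.0399 between wounds of the same animal and -0.0805 between animals. The larger step thus lay at the wound, with a smaller one at the animal. Deviations from the mean of the same few samples push the r of other wounds down, which widens the difference. The edge and center samples of day 3 wound 4 were the closest of all 11175 pairs of samples, with a chi-square per degree of freedom of 4.78, against 16.1 for the next pair, day 3 wound 6, a median of 274 over the 72 pairs of the same wound and 23.05 for the closest replicates. The value is too high for a library counted on 2 occasions. Its rank of 1 among the 72 pairs follows from the way the pair was picked and is no separate test. Both libraries could come from neighboring tissue (r of 0.987 on log2(1 + counts)), which these data cannot tell from a wound with little difference between edge and center.

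Without wounds 4 and 6, 1577 genes differed between edge and center on day 3, against at most 2 without any other pair of the 15, of which 13 gave 0 (up to 2437 genes before adjustment). These wounds were chosen for their likeness, so the test may overstate their part in the count of 0 on day 3.

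With 1 wound per animal, and so 3 samples per location, each of the 10 earlier days had more than 10 genes. The number of samples alone thus did not bring the count down to that of days 19 and 21. On day 11 the count fell from 6272 to 266, however, and smaller differences could be lost altogether. On day 3 it rose from 0 to 767, so it also depends on which wounds are kept. For days 19 and 21 the test therefore cannot rule out 3 samples per location as a cause. The KRT10 difference (-3.61) and the r of the center with day 0 (0.0623) moved between the days as a center closer to unwounded skin would give, which may explain the low counts. For KRT10 the mean of day 16 (7.58) did not fall. This is a hypothesis, and wounds of different days are different wounds.

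Samples were assigned to the animal with the nearest mean profile over 50 genes that differ between animals, chosen without the wound tested. The labelled animal was found for all but 4 of the 150 samples. These 4 are the edge and center samples of 2 wounds of day 6. Both samples of wound 4, labelled animal 5, were nearest to animal 6, and both of wound 6, labelled animal 6, were nearest to animal 5. With 20, 100 or 500 genes, all 4 of these samples went to the same other animals, and with 500 genes 3 more samples left their labelled animal. A candidate explanation, tested on the data in which it was found, is animal labels of the 2 wounds exchanged (4 of 4 samples). Such an exchange does not touch the comparison of edge and center within the wounds. It would enter the values that use animal labels: same against other animals, values per animal and the fit with summed wounds. The records of the animals were not analysed here.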
